A study of Caenorhabditis elegans with 3 samples. Its data were reported in "Caenorhabditis elegans chromosome arms are anchored to the nuclear membrane via discontinuous association with LEM-2" (2010).

How the data were processed

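Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed in mixed-stage embryos of the wild-type *C. elegans* strain N2. The labels describe 3 libraries. The first was made with an antibody against LEM-2, a transmembrane protein of the inner nuclear membrane. The second was made with a non-specific rabbit immunoglobulin (control IgG), and the third was input DNA taken before immunoprecipitation. Each group held 1 library, so no biological replicate error could be estimated from these data. Region lists for the LEM-2 and control IgG libraries were analysed, and read-level data and the input library were not used here. The labels name the same input library for both immunoprecipitations. It came from the extract used for the control IgG library, while the LEM-2 library came from another extract. The versions of the extraction and immunoprecipitation protocols also differed between the antibodies.

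The deposited lists hold one peak per line with a chromosome, a start, an end, a name and a score, as the authors' note to the columns describes. The names show that the authors called the peaks with MACS, a program that compares read density in a ChIP library with a local background. The deposited score is −10 times the base-10 logarithm of the peak's p-value. The version and settings of MACS and the aligner behind the lists were not stated. Each list belongs to 1 library. The lowest score was 50.01 in the LEM-2 list and 50.04 in the control IgG list, so both lists start just above 50. In the LEM-2 list 6 peaks shared a score of 3100 and 1 peak scored higher, so scores at the top of the list have no reliable order. A MACS score grows with sequencing depth, so scores were compared within a list and never between the lists. The methods of the study describe alignment of unique reads without mismatches to the ce4 (WS170) assembly for its own signal profiles. They do not describe the MACS lists, and the genome build of the lists was therefore not established. Positions are given as deposited, converted to 1-based starts. No gene positions of a matching build were used, so no gene was assigned to a region and the planned comparison of gene coverage was not run.

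Analyses were done in Python 3.11 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. In the control IgG list 6 starts lay below 0 and were set to the first base. Touching or overlapping regions of one list were to be merged, but none overlapped, and all 2932 LEM-2 and 415 control IgG regions were kept. Occupancy is the percentage of bases inside called regions. The length of each chromosome was taken as the largest end coordinate on it in either list, because no sequence of the same build was used. This shortens a chromosome whose last bases hold no called region, by an amount that was not measured. On X the last region ended at 17086019. Arms were fixed, before the lists were examined, as the outer 4 Mb at each chromosome end, and the remainder was called the centre. The 4 Mb is the extent that the study gives for its LEM-2 domains, from its own array and sequencing profiles. The choice of arms is therefore not independent of the LEM-2 signal. All tests, their alternatives and the rule for named regions were also fixed before the lists were examined, except where stated. The rule names the 3 longest and the 3 highest-scoring LEM-2 regions, the 3 longest control IgG regions without LEM-2 overlap and the longest gap on each chromosome.

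Neighbouring regions are not independent, so p-values were not computed from region numbers. Instead, all regions of a chromosome were shifted together by a random offset around that chromosome, with 10000 rotations. Rotation keeps region lengths and clustering, and the smallest p-value it can give is 0.0001. The arm share was tested one-sided, and overlap and rank correlations two-sided. In addition, arm and centre occupancy were compared with chromosomes as units by an exact sign-flip permutation test, whose smallest two-sided p-value with 6 chromosomes is 0.03125. Correlation with chromosome size used exact permutation. The 11 tests were adjusted together by the Benjamini-Hochberg method. Chromosomes and regions of one library are not biological replicates, so every test describes the library and not the condition. The rotation test was tested on simulated clustered lists. With no arm preference, p was below 0.05 in 5% of 200 lists of 2800 regions and in 4% of 200 lists of 400 regions. With cluster centres weighted 3 to 1 toward the arms, these shares were 100% and 94%. The simulated clusters were many and small, whereas the observed LEM-2 regions fill broad parts of the arms. The simulated shares therefore do not measure error rate or power for the LEM-2 list itself.

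The alternatives were arms of 3 Mb, 5 Mb or in proportion to chromosome length, the higher-scoring 50% of each list, region numbers instead of bases, merging within 1 kb and leaving out each chromosome in turn. A LEM-2 list reduced by score to the size of the control list, an overlap of at least 50% of a region, all gaps, and X added to or left out of correlations were also tried. The lists give no read numbers, so the sequencing depth behind a region is unknown from them. Wilson intervals on shares of regions and exact Poisson intervals on numbers of regions, both at 95%, cover counting error only.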

Results

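The lists compared here describe where LEM-2 and a non-specific antibody enriched DNA in mixed-stage embryos. The description of the series presents these libraries as a sequencing counterpart to profiles obtained on tiling arrays. The LEM-2 library yielded 2932 called regions, whereas the control IgG library yielded 415. LEM-2 regions covered 4.97 Mb, or 4.99% of the bases spanned by the lists, and control IgG regions covered 0.606 Mb, or 0.609%. The LEM-2 list was thus 7.07 times longer in number and 8.20 times longer in covered bases. Individual regions differed less, with a mean length of 1694 bp for LEM-2 and 1459 bp for control IgG. The median lengths were 1321 bp and 1089 bp, respectively. With 1 library per antibody and no read numbers in the lists, these differences carry no replicate error, and a difference in sequencing depth alone would change the number of regions called.

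The first question was whether LEM-2 regions lie on the chromosome arms or in the centres. On the 5 autosomes, 95.7% of the bases in LEM-2 regions fell in the outer 4 Mb at the chromosome ends, which make up 48.5% of the autosomal sequence. Rotated lists gave a mean arm share of 50.5%, with 95% of them between 23.1% and 78.2%, and none of 10000 reached the observed share (one-sided rotation permutation test, P = 0.0001, the smallest possible, Benjamini-Hochberg adjusted P = 0.00055). By number, 2733 of 2851 autosomal LEM-2 regions had their midpoint on an arm (95.9%, Wilson 95% interval 95.1% to 96.5%), and 118 were in a centre. The alternative that moved this share most narrowed the arms to 3 Mb, where the share was 84.5%. The 4 Mb limit came from the study's own LEM-2 profiles, and rotation does not allow for that choice.

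**Figure D1:**
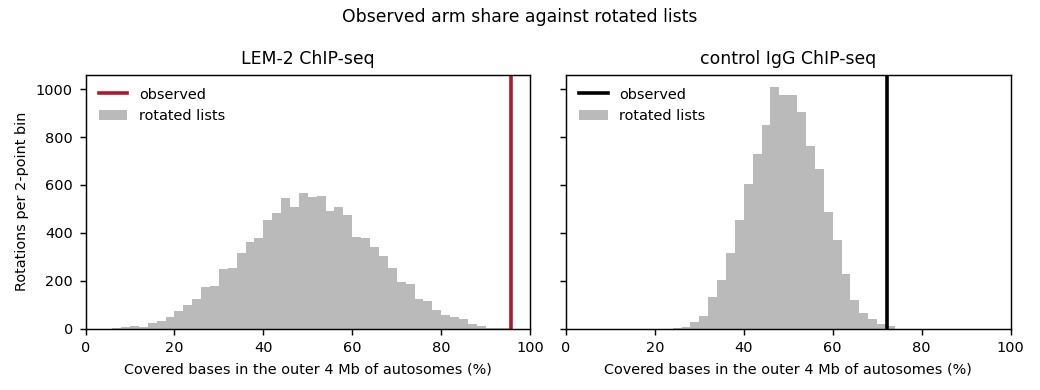
Share of covered autosomal bases in the outer 4 Mb (x axis, %) in 10000 rotated lists (gray bars, rotations per bin) and in the observed list (vertical line), for LEM-2 (left) and control IgG (right). The observed shares were 95.7% for LEM-2 and 72.1% for control IgG, and no rotated LEM-2 list reached the observed one.

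LEM-2 occupancy of the arms exceeded that of the centre on all 6 chromosomes. Arm occupancy was 14.1% on chromosome I, 11.4% on II, 14.0% on III, 8.04% on IV, 10.1% on V and 1.47% on X. Centre occupancy ranged from 0.301% on chromosome III to 0.763% on V. Averaged over the 6 chromosomes, the arms exceeded the centres by 9.43 percentage points (exact sign-flip permutation test, two-sided, P = 0.03125, the smallest possible with 6 chromosomes, adjusted P = 0.057). After adjustment this comparison, like the others over 6 chromosomes, did not pass the threshold of 0.05. The longest stretch without a LEM-2 region lay within the centre on chromosomes I, II, IV, V and X, and on III it reached from the centre into the right arm. It spanned 6773990 to 9382423 on chromosome I, 5147074 to 10335598 on II, 7597561 to 10167266 on III, 9049178 to 12433416 on IV and 7991824 to 13365542 on V. On X it spanned 5057667 to 10360647.

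**Figure D2:**
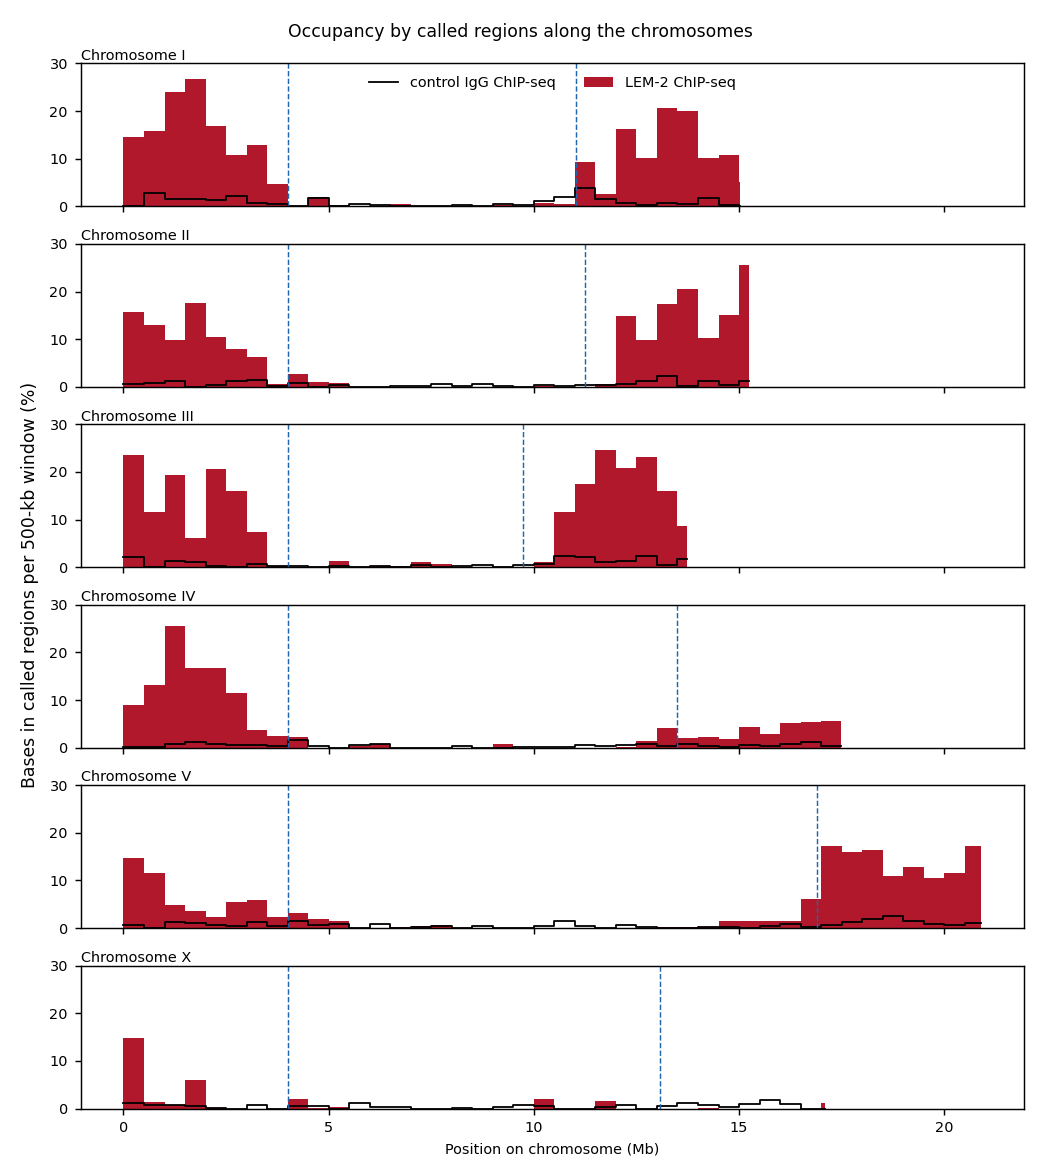
Percentage of bases inside called regions (y axis) in 500-kb windows along each chromosome (x axis, Mb), for LEM-2 (red bars) and control IgG (black line), with dashed lines 4 Mb from each end. LEM-2 windows reached 26.7% on the arms, and control IgG windows did not exceed 3.94%.

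The control IgG list was examined in the same way. Its arm share was 72.1% of covered autosomal bases, against a rotated mean of 49.3% and a rotated maximum of 73.8% (one-sided rotation permutation test, P = 0.0012, adjusted P = 0.0044). By number, 251 of 354 autosomal control IgG regions lay on an arm (70.9%, Wilson 95% interval 66.0% to 75.4%). The control regions were therefore also over-represented on the arms, although at low occupancy. Arm occupancy by control IgG regions ranged from 0.554% on chromosome IV to 1.29% on I, and centre occupancy from 0.190% on III to 0.509% on I. Arms exceeded centres on all 6 chromosomes in this list too, by a mean of 0.561 percentage points (exact sign-flip permutation test, P = 0.03125, adjusted P = 0.057). For control IgG alone the rotation test was planned, and the sign-flip test was an addition to the plan.

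To compare the antibodies, the arm-minus-centre difference of each chromosome was divided by the occupancy of that whole chromosome in the same list. This scaled difference was larger for LEM-2 on all 6 chromosomes, by 0.897 on average (exact sign-flip permutation test, two-sided, P = 0.03125, adjusted P = 0.057). The gap was smallest on chromosome III, at 0.401, and largest on IV, at 1.45. The scaled difference has an upper limit that is lower on shorter chromosomes, and III was the shortest. The order of the chromosomes therefore depends partly on this scaling. On chromosome III, arm occupancy was 46.6 times centre occupancy for LEM-2 and 5.66 times for control IgG. Both ratios were the highest of the 6 chromosomes. On X, where the LEM-2 ratio was lowest, the values were 4.33 and 1.90, and on I they were 43.4 and 2.54. When only the 415 highest-scoring LEM-2 regions were kept, as many as the control list holds, the LEM-2 arm share was 93.5%. Each antibody was used on 1 extract, and these extracts differed, so extract and antibody cannot be told apart in this comparison.

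**Figure D3:**
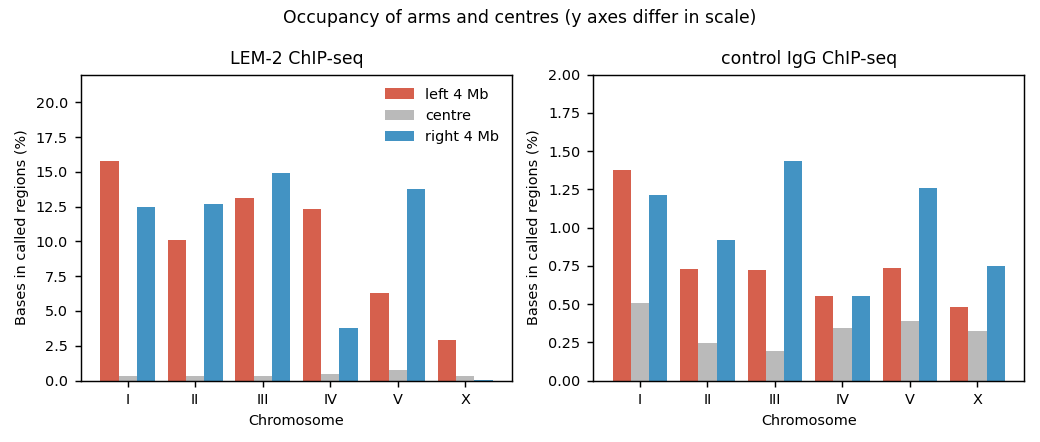
Percentage of bases inside called regions (y axis, scaled separately in each panel) in the left 4 Mb, the centre and the right 4 Mb of each chromosome (x axis), for LEM-2 (left panel) and control IgG (right panel), with 1 library per panel and no error bars. For LEM-2 the right arm of chromosome IV (3.75%), the left arm of V (6.32%) and both arms of X stood below the other arms, which ranged from 10.1% to 15.8%.

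The X chromosome differed from the autosomes in LEM-2 occupancy. The left 4 Mb of X held 68 LEM-2 regions, with an occupancy of 2.88% (exact Poisson 95% interval 2.24% to 3.66%). The right 4 Mb held 2, with an occupancy of 0.0502% (interval 0.00608% to 0.181%). One of these, at 17085008 to 17086019, also set the right limit of X used here. The left X arm was below each of the 10 autosomal arms, the lowest of which was the right arm of chromosome IV at 3.75%. Within the left arm, the outermost 500 kb had an occupancy of 14.7%. For control IgG the intervals of both arms overlapped, with 15 regions and 0.483% on the left arm (interval 0.270% to 0.796%) and 23 regions and 0.752% on the right arm (interval 0.476% to 1.13%).

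Occupancy was next set against chromosome size. LEM-2 regions covered 8.28% of chromosome III, 7.68% of I, 6.14% of II, 3.93% of IV, 4.32% of V and 0.867% of X. Pearson's r with chromosome size over the 6 chromosomes was −0.60 (exact permutation, two-sided, P = 0.2, adjusted P = 0.24), and Spearman's rho was −0.77 (exact permutation, P = 0.1, adjusted P = 0.14). Leaving out chromosomes III and V, the farthest from the median size, gave r = −0.83 over the remaining 4 (exact permutation, P = 0.25). That choice was not on the list of alternatives given with the methods. No relation with size was thus established at this number of chromosomes.

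LEM-2 regions and the gaps between them were next compared with their distance from the nearer chromosome end. Over all 6 chromosomes, the 2926 gaps had a median length of 4770.5 bp, with quartiles of 1363 bp and 14347 bp. Of these, 1964 (67.1%) were shorter than 10 kb and 16 were 1 Mb or longer. On the autosomes, the median gap was 4320.5 bp on the arms and 47710.5 bp in the centres. Across 2835 autosomal gaps shorter than 1 Mb, the rank correlation of gap length with distance from the end was 0.128, which was within the range of rotated lists (rotation permutation test, two-sided, P = 0.087, adjusted P = 0.14). Merging regions within 1 kb gave a rho of 0.149 (rotation permutation test, P = 0.029, unadjusted). No relation of region length with distance was detected (rho = −0.020 across 2851 autosomal regions, rotation permutation test, P = 0.87, adjusted P = 0.87), and neither did the authors' peak score (rho = −0.038, rotation permutation test, P = 0.85, adjusted P = 0.87). These correlations are across regions or gaps of one library, which are not independent. Called regions are narrow, so their lengths, gaps and scores do not measure broader stretches that several regions may form.

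The longest LEM-2 region was 10763 bp, at 11152596 to 11163358 on chromosome I, with a score of 461.22. The next were also on chromosome I, at 4539988 to 4548688 (8701 bp, score 58.84) and at 1128827 to 1137008 (8182 bp, score 397.52). The region at 4539988 scored below the list's median of 91.195. In its 500-kb window, 4500001 to 5000000, occupancy was 1.93% for LEM-2 and 1.67% for control IgG. The window of the longest region, 11000001 to 11500000, had 9.30% and the highest control IgG value, 3.94%. From 1000001 to 1500000 the values were 24.0% and 1.52%. Overlap with control IgG regions was not reported for each named region, so control background is not excluded for them. The highest score, 3194.58, belonged to a region on chromosome V at 264533 to 267756. The next 6 regions were tied at 3100. They lay at 13403895 to 13409851 on chromosome I, at 1299205 to 1303487, 2496526 to 2503111 and 5352696 to 5358862 on III, and at 289387 to 295821 and 4025694 to 4032066 on X. No gene annotation was attached to these positions.

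The final comparison asked whether the background regions of the control fall where LEM-2 regions fall. Of the 415 control IgG regions, 107 overlapped a LEM-2 region by at least 1 bp (25.8%, Wilson 95% interval 21.8% to 30.2%). Conversely, 105 of the 2932 LEM-2 regions overlapped a control IgG region (3.58%, interval 2.97% to 4.32%). LEM-2 regions contained 24.8% of the bases in control IgG regions, against a rotated mean of 5.49% and a rotated maximum of 11.5% (rotation permutation test, two-sided, P = 0.0001, the smallest possible, adjusted P = 0.00055). The common preference for arms did not account for the whole overlap. On the autosome arms alone, with each arm rotated within itself, the share was 34.0% against a rotated mean of 12.4% (rotation permutation test, P = 0.0001, an alternative chosen after seeing the data). The labels name the same input library for both antibodies. Whether a shared input contributes to the overlap was not tested, since this needs read counts. The longest control IgG regions without LEM-2 overlap lay on chromosome I at 10945626 to 10953344 (7719 bp), on V at 10605505 to 10612842 (7338 bp) and on I at 879029 to 884730 (5702 bp).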

Values the study reported

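The study reported 6.0 M aligned reads for LEM-2, 2.5 M for control IgG and 10.0 M for input DNA. From array and sequencing data combined, it defined 360 LEM-2 subdomains with a median size of 58 kb, and the gaps separating them had a median of 12 kb. Domains on autosomes were said to reach about 4 Mb inward from each end. Toward the centres, subdomains were said to become smaller, the gaps larger and the LEM-2 signal within subdomains weaker. Chromosome V had the highest LEM-2 occupancy, near 60%, and for autosomes the correlation of occupancy with chromosome size was given as r = 0.80 with P = 0.11.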

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

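The test of extract and protocol batch was chosen only after the result was seen, and the test by list size was planned.

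A difference between the antibodies in the contrast of arms and centres stood out. Scaled by the occupancy of each whole chromosome, the arm-minus-centre difference was larger for LEM-2 than for control IgG by 0.897 on average, and it was larger on 6 of 6 chromosomes (exact sign-flip permutation test, P = 0.03125, the smallest possible, adjusted P = 0.057). The size of the difference depended on how arms were drawn, from 0.554 with arms in proportion to chromosome length to 1.21 with arms of 3 Mb. The lower number of control regions does not by itself account for this. When the LEM-2 list was reduced to its 415 highest-scoring regions, its arm share was 93.5%, close to the 95.7% of the full list and far from the 72.1% of the control list. This equalizes the number of regions and not the reads, and the control library was the shallower one by the read numbers quoted from the study, so weak regions that a deeper control library might add stay untested. Extract and protocol batch cannot be told apart from the antibody, because there was 1 library per antibody and each came from its own extract. The input came from the extract of the control IgG library, so the input named for the LEM-2 library came from another extract. Within these lists the antibody itself remains among the open explanations, as the design intends, and libraries of both antibodies from one extract would be needed to separate them. The study had further evidence that was not examined here. It reported the arm pattern across biological replicates, with different LEM-2 antibodies and on arrays as well as by sequencing. LEM-2 ChIP in *lem-2* null embryos and ChIP with non-specific antibody were reported not to give the pattern.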

How the results depend on the processing

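Of the alternatives in this part, 2 were tests chosen only after the results were seen, namely the overlap within arms and the control IgG regions that overlap no LEM-2 region. Of 130 alternative values for 18 results, none reversed, 12 were weaker, 1 was stronger and 8 moved. The other 109 kept their direction and their side of the threshold of 0.05 for the unadjusted P where a test was made, stayed within 1.5 times for numbers and covered lengths, or stayed within counting error for X arm occupancy. Numbers and lengths fall by construction when a chromosome is left out, and merging within 1 kb lowered the number of LEM-2 regions to 2343.

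Under the alternatives tried, both arm shares stayed above the 95% range of their rotated lists, although single rotated lists gave a higher share for control IgG and, without chromosome IV, for LEM-2. For LEM-2 the share ranged from 84.5% with arms of 3 Mb to 99.1% with arms in proportion to chromosome length, and for control IgG from 55.7% to 87.5% under the same alternatives. Control IgG regions that overlap no LEM-2 region had an arm share of 65.5% (rotation permutation test, P = 0.0055).

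The 12 weaker values were all from leaving out a chromosome in the sign-flip tests. The LEM-2 arm-minus-centre difference then ranged from 8.55 to 11.1 percentage points, and the scaled difference between the antibodies from 0.785 to 0.996. The direction held in all of these. They count as weaker on the unadjusted P alone, by construction, since 5 chromosomes cannot give a two-sided P below 0.0625 in an exact sign-flip permutation test, and after adjustment neither comparison passed the threshold with 6 chromosomes either. Their size depended on the other choices. The scaled difference was 1.21 with arms of 3 Mb, 0.575 with arms of 5 Mb, 0.554 with arms in proportion to chromosome length and 0.764 with the higher-scoring 50% of each list. The LEM-2 difference under these choices was 10.5, 7.88, 7.57 and 5.55 percentage points.

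Keeping the higher-scoring 50% of each list lowers the numbers by construction, to 1466 LEM-2 and 208 control IgG regions, which covered 2924 kb and 346 kb. Under this choice 41 control IgG regions overlapped a LEM-2 region, the left X arm had a LEM-2 occupancy of 1.57% and the right X arm of 0%. With arms of 3 Mb, left X arm occupancy was 3.85%, because its LEM-2 regions concentrate near the end, with 14.7% occupancy in the outermost 500 kb. The relation between gap length and distance from the end depended on merging. Its rho was 0.149 (rotation permutation test, P = 0.029, unadjusted) when regions within 1 kb were merged, against 0.128 (P = 0.087) without merging, and the cause was not tested.

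No paired analysis was possible because each antibody had 1 library. For the same reason no replicate was left out. The planned comparison of gene coverage was not run, since the genome build of the lists was not established. The lists give no read depth, which limits what the region counts show, including that of control IgG: a shallower library yields fewer regions over the threshold.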

Other observations

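The tests of the left chromosome ends, of control IgG regions outside LEM-2 regions and of joined regions were chosen only after the results were seen, and those of centre regions, the outermost 500 kb and spacing were written before their results were seen.

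Control IgG regions at chromosome starts stood out. Each of the 6 chromosomes had a control IgG region over its first bases, ending between 351 and 911, with scores from 87.1 to 253.89. The LEM-2 list had no region with a start below 0, and its first region started 3.29 kb or more from the first base. The deposited starts of the 6 control regions lay between −164 and −159, a spread of 5 bp. This does not test whether the regions come from reads placed at the first bases of each sequence, because the regions were picked by a start below 0, and that explanation stays open. Telomeric sequence present at both chromosome ends argues for matching regions on the right. There were 0 chromosomes with a control IgG region within 10 kb of the right end, and the closest lay 21.9 kb or more away, which counts against that explanation. Lack of telomeric repeats at the right ends of the assembly used was not tested, and no biological explanation was tested.

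Control IgG regions were more frequent on autosome arms than rotation gives. Regions shared with the LEM-2 list do not account for this as a whole. The control IgG regions that overlap no LEM-2 region still had an arm share of 65.5%, above the rotated 95% range of 35.7% to 62.5% (rotation permutation test, P = 0.0055). Weak LEM-2-like enrichment under the threshold, the shared input library and sequence properties of the arms may each contribute, and the lists do not separate them.

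The 118 LEM-2 regions in the autosome centres had a lower median score than those on the arms, 77.56 against 91.89, but included high single scores, with a region at 5352696 to 5358862 on chromosome III at 3100 and one at 10130218 to 10133469 on I at 2598.09. The region on I was chosen after its value was seen. Background that the control IgG list also shows is unlikely to be their main source. Of the centre regions, 6 of 118 (5.08%, Wilson 95% interval 2.35% to 10.7%) overlapped a control IgG region, against 95 of 2733 arm regions (3.48%, interval 2.85% to 4.23%). Background too weak for the control list to show stays open. The strongest control IgG region, at 15806931 to 15812078 on X with a score of 2029.79, overlapped no LEM-2 region. It too was chosen after its value was seen.

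LEM-2 regions were packed more closely than chance within arms. The median gap between neighbouring regions of one arm was 4317 bp, while 1000 random placements of the same regions in the same arms gave medians from 7790 to 8897 bp (one-sided permutation, P = 0.001, the smallest possible). Placement within 500-kb windows, which removes broad gradients, gave an observed median of 4088.5 bp against 6270 to 7104 bp. A candidate explanation is that the peak caller split broader stretches into fragments. True clusters of separate sites would give short gaps too, and the lists alone do not separate these explanations. Joining regions within 50 kb left 211 stretches with a median of 35.5 kb, a maximum of 1129 kb and a total of 27.9 Mb, and their arm share was 95.4%.

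Whether occupancy is lower in the outermost 500 kb than in the rest of the arm stayed open. It was lower at 4 of the 10 autosome ends and higher at 6, with a mean difference of 2.95 percentage points ± 6.56 (SD over 10 ends), and an exact sign-flip permutation test gave P = 0.19. The ends differed too much in both directions for this number of ends to show a common one. On each chromosome the last LEM-2 region also set the right limit used here. Right ends therefore stop on a LEM-2 region and leave out any bases beyond it, which can raise their outermost occupancy.

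The 2932 regions are a different unit from the subdomains quoted from the study above. Their number was higher than the number quoted there. The correlations of region length, gap length and score with distance therefore do not test the trends quoted for subdomains. The median region length was 1.32 kb. That is lower than the median subdomain size quoted above. The median gap was 4770.5 bp. That is lower than the median gap quoted above. LEM-2 regions covered 4.32% of chromosome V. That is lower than the occupancy quoted above, and it was not the highest of the chromosomes here.

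For the 5 autosomes, Pearson's r of occupancy with chromosome size was −0.84 (exact permutation, P = 0.075). That is lower than the correlation quoted from the study above and has the opposite sign. Narrow regions that cover different shares of broader stretches on each chromosome are a possible explanation. After joining regions within 50 kb, r was −0.78 (exact permutation, P = 0.1). Joining did not turn the sign, but with 5 autosomes neither value passed the threshold, which leaves the explanation open.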
